A study of Mus musculus with 29 samples. Its data were reported in "Adipose stem cells are sexually dimorphic cells with dual roles as preadipocytes and resident fibroblasts" (2024).

How the data were processed

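Crude stromal vascular fraction (SVF), the mix of non-adipocyte cells obtained by digesting white adipose tissue, was taken from inguinal (iWAT) and perigonadal (pgWAT) fat of male and female mice and cultured for 4 days with 1 nM basic fibroblast growth factor. RNA of each culture was made into a Smart-seq3 library, a full-length protocol applied here to bulk RNA. Per the labels, the 29 libraries comprised 10 iWAT male, 9 iWAT female, 4 pgWAT male and 6 pgWAT female libraries. The labels give the well of each library and no replicate or experiment number. The libraries were therefore numbered within each group in the order of deposition, and the numbers pair nothing. The study describes the libraries as technical well replicates of a few independent experiments per depot, fewer for pgWAT than for iWAT. The labels do not say which library came from which experiment. All tests below treat wells as independent, so their p-values describe the spread between wells and not between animals.

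The authors trimmed adapters with NGmerge, quantified reads with Salmon against a Gencode transcriptome on GRCm39, summed transcripts to genes and removed libraries with few detected genes. The deposited table holds expected counts per gene (expected_counts, UMI and non-UMI reads together, not normalized), of which 96.5% were whole numbers with zeros included and 85.1% of the nonzero values. Values were rounded to whole counts. The table had 56953 features, and 52029 of them (91.4%) were matched to a symbol by their Ensembl ID. The unmatched IDs held 0.439% of all counts. Only a GRCm38 annotation was at hand, so it was used for symbols, X, Y and mitochondrial labels, transcript length, GC content and shared sequence, and no coordinates are given.

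Total counts per library ranged from 315316 to 1102234. At this depth 3 counts, taken as the limit that a count of 0 allows, correspond to between 2.58 and 9.76 CPM (read counts scaled to a common library total) in single libraries. Reads without molecular identifiers are included, so intervals and limits cover counting error only. CPM values were computed on library totals multiplied by TMM factors, which ranged from 0.949 to 1.06. Errors are standard deviations between libraries unless a standard error (SE) is named.

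Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr on the 4 groups, quasi-likelihood F test, two-sided) in a means model with 1 term per group over all 29 libraries. The filter kept 8853 genes. A gene was called at a Benjamini-Hochberg FDR below 0.05. The contrasts were pgWAT minus iWAT with both sexes weighted equally, pgWAT minus iWAT within each sex, male minus female within each depot, the difference between those sex contrasts (depot by sex interaction), and pgWAT female minus the mean of the other groups. SEs of log2 fold changes were derived from the F statistic. Contrasts, tests, gene lists, alternatives and the rule for naming genes were fixed before the data were examined.

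Genes named are the sex-check genes (Xist, Tsix, Ddx3y, Eif2s3y, Uty, Kdm5d), the genes the study discussed for depot identity, subpopulations of adipose stem cells (ASC), adipogenesis, WNT and renin-angiotensin signaling, sex hormones and fibroblasts, the 5 genes with the largest change in each direction for the depot contrast and the 3 largest for the other contrasts (FDR below 0.05, average log2 CPM of at least 5), and called members of the core sex list or of the Hox lists. Genes outside this rule are marked as chosen after their values were seen.

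Gene lists were tested with camera (inter-gene correlation 0.01) and fry on limma-voom values (limma 3.58.1), and with camera at an estimated correlation. The FDR was taken over the 31 planned tests. Other list tests on the sex contrasts (the core list without sex-check genes, epithelium, mesothelium without keratins, macrophages and proliferation) were added, and their p-values are not adjusted. The sex contrasts used the core list of 36 sex-dependent genes and the pgWAT list of 104 genes that the study derived from other samples, each split by direction, and Hox genes with paralog numbers of 8 or less and of 9 or more. The depot contrast used lists for depot transcription factors, fibroblasts, endothelial and lymphatic endothelial cells, macrophages, pericytes, smooth muscle, epithelium, mesothelium, adipocytes, the subpopulations ASC1a, ASC1b and ASC2, a wider ASC2 list, the adipogenic gene, WNT, renin-angiotensin, sex hormones and proliferation. The study discussed genes of the depot, ASC, adipogenic, WNT, renin-angiotensin and hormone lists for these same cultures, so counts adjusted over those lists alone are not independent evidence. These are bulk cultures, so marker lists give summed CPM and identify no cell.

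Principal components were computed on log2 CPM (prior count 2) of the 1000 most variable genes, centered and unscaled. The share of variance by depot and by sex was tested with vegan 2.7.1 (adonis2, Euclidean distance, 100000 permutations within the other factor). A per-library score was the mean log2(CPM + 2) of male minus that of female genes of the core list, sex-check genes left out (22 male and 11 female genes). A second score used the genes called between the iWAT groups (93 male and 188 female genes). Both scores were chosen after the sex-check genes had been seen.

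The differential expression, list and variance tests were tested on simulated data: counts for the 8853 genes at the real library sizes with 200 genes changed 4-fold. edgeR recovered 96.5% of the changed genes for depot, 91.0% for depot in male, 95.0% for depot in female, 98.0% for sex in iWAT, 90.5% for sex in pgWAT, 81.0% for the interaction and 95.5% for pgWAT female against the rest. No recovered gene had the wrong sign, and between 3.57% and 6.67% of the calls were false. A list of 30 raised genes gave p of 1.14e-81 or less by camera in every contrast. The limits were 7.38e-18 for camera with an estimated correlation and 1.45e-24 for fry. A list of 30 unchanged genes gave p above 0.05 in every contrast, except by fry for depot in female (p = 0.0146). With the genes changed by depot, depot took 20.5% of the variance and sex 2.65% (permutation p = 0.944), and with the genes changed by sex, sex took 22.3% and depot 2.82% (permutation p = 0.571). With no gene changed, 1 draw gave permutation p = 0.0126 for depot and 0.946 for sex. This led to 200 further unchanged draws, of which 2% had a permutation p below 0.05 for depot and 4% for sex. Genes and libraries were drawn independently under the labels as given, so correlated genes, shared experiments and wrong labels were not simulated. The per-library scores were not tested on simulated data.

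Alternatives were RLE size factors, total counts alone, no filter, the filter the study describes (5 reads in more than 3 libraries), DESeq2 1.42.0, limma-voom with quality weights, well column as a factor, counts thinned to 315316 per library, a fold change above 2, unadjusted p, the compared groups alone, an additive model, and leaving out each library or each of the 6 pairs of pgWAT male libraries. Fits within single well columns and the removal of a GC and length trend were added after seeing the data. For each contrast the fit was repeated over 100 splits of the libraries, the real one included. The well was the only batch information in the labels, and its column was used as a factor while its row was not. Sex in pgWAT was fitted within column 8, on the genes of the main test with counts there, with 1 library labelled male, 3 labelled female and 3 iWAT female. No other column held both pgWAT labels.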

Results

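RNA was measured in 29 libraries of cultured SVF in a design of 4 groups, formed by depot (iWAT, the subcutaneous inguinal fat, or pgWAT, the visceral perigonadal fat) and labelled sex. The total count per library was 575067 ± 212612 in iWAT male (SD, n = 10), 743499 ± 211151 in iWAT female (SD, n = 9), 716656 ± 157748 in pgWAT male (SD, n = 4) and 484358 ± 172332 in pgWAT female (SD, n = 6). Between 12200 and 15394 genes were detected per library. Mitochondrial genes took between 0.571% and 1.12% of counts, and the 10 most abundant genes took between 6.55% and 8.50%. Total counts and genes detected of the groups overlapped.

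Whether the sex-linked transcripts of each library matched its label was checked before any sex contrast was read. In iWAT all 19 libraries matched. The 9 iWAT female libraries had 71.5 ± 20.3 CPM of the X-inactivation transcript Xist (ENSMUSG00000086503.5; SD, n = 9) and 0 counts of the Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d. The 10 iWAT male libraries had 1.05 ± 1.82 CPM of Xist (SD, n = 10), and their summed Y-linked CPM ranged from 25.3 to 113. In pgWAT 5 of the 10 libraries matched. The libraries labelled pgWAT male replicates 2 and 4 had 24 and 60 counts of Xist (41.5 and 64.2 CPM) and 1 and 0 counts of the Y-linked genes. The libraries labelled pgWAT female replicates 2 and 3 had 0 counts of Xist and 23 and 26 counts of the Y-linked genes (57.5 and 56.4 CPM). The library labelled pgWAT female replicate 1 had both, with 7 counts of Xist and 10 of the Y-linked genes, at a total at which 3 counts make 9.60 CPM. A count of 0 in the libraries labelled pgWAT female replicates 2 and 3 allowed up to 7.50 and 6.51 CPM of Xist. Groups were kept as labelled throughout, so every result below that sets libraries labelled male against libraries labelled female in pgWAT rests on labels that 4 of the 10 libraries contradicted and 1 met in part.

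**Figure D1:**
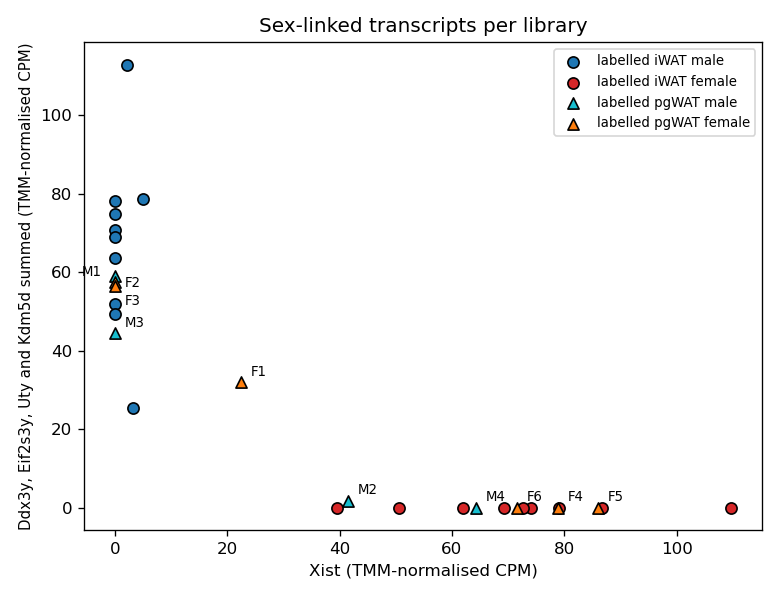
Xist (x axis) against the summed Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d (y axis) in CPM, 1 point per library, with shape for depot, color for labelled group and replicate numbers for the 10 pgWAT libraries (M male, F female). The libraries labelled pgWAT male 2 and 4 lie with the iWAT female libraries at 41.5 and 64.2 CPM of Xist, and those labelled pgWAT female 2 and 3 lie with the iWAT male libraries at 57.5 and 56.4 CPM of Y-linked genes.

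Principal components addressed whether cultures separated by depot or by sex. PC1 took 39.0% of the variance and PC2 12.3%. On PC1 the iWAT libraries ranged from -20.5 to -8.57 and the pgWAT libraries from 16.2 to 35.5, and the depots also did not overlap in 33 of 33 other settings. Depot took 36.2% of the variance (permutation p = 1e-05, the smallest that the 100000 permutations can give) and labelled sex 6.71% (permutation p = 0.00016). Of the settings tried beside leaving out libraries, a larger set of variable genes moved both shares most, to 30.1% and 6.07%. On PC2 the iWAT sexes did not overlap, with male libraries from -0.99 to 11.8 and female libraries from -11.7 to -5.54. The pgWAT libraries spanned more than the iWAT libraries on PC2. The libraries labelled pgWAT male replicates 1 and 3 were at 30.5 and 25.3, and those labelled pgWAT female replicates 2 and 3 at 21.8 and 19.6. All of these had counts of the Y-linked genes and none of Xist. The library labelled pgWAT female replicate 1 was at -0.29. The other pgWAT libraries, all with counts of Xist, were between -17.2 and -12.7.

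**Figure D2:**
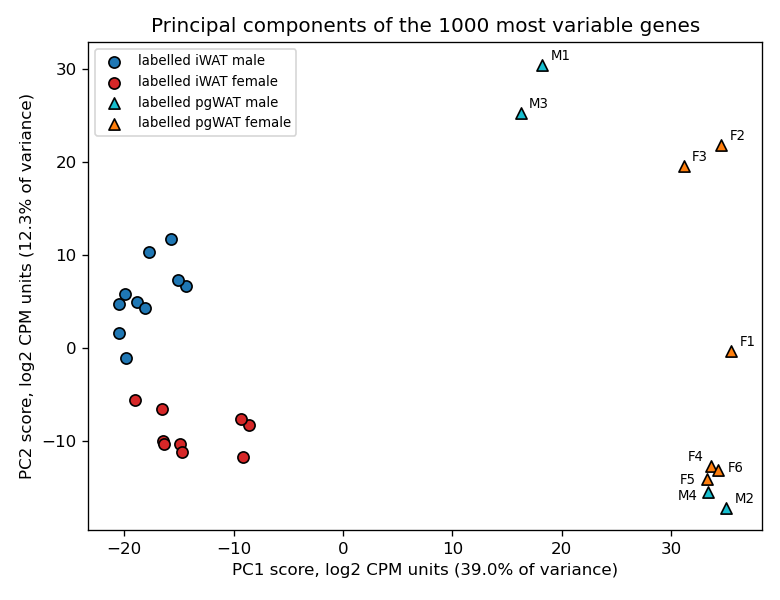
Scores on PC1 (x axis) and PC2 (y axis) in log2 CPM units, 1 point per library, with color for labelled group and replicate numbers for the 10 pgWAT libraries (M male, F female). All iWAT libraries are at -8.57 or below on PC1 and all pgWAT libraries at 16.2 or above, while libraries of either pgWAT label lie at both ends of PC2.

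The depot contrast asked which depot differences persist in culture. Of 8853 genes, edgeR called 3371 between pgWAT and iWAT, 1783 higher and 1588 lower in pgWAT. The condition that moved this count most was a fold change above 2, which left 920. More genes were higher than lower with TMM and with RLE factors (1790 and 1582), and fewer with total counts alone (1622 and 1832). With well column as a factor 2710 genes were called. Leaving out single libraries gave between 3020 and 3380.

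Tbx15 (ENSMUSG00000027868.12), a transcription factor known from subcutaneous fat, had 24.0 ± 6.20 CPM in iWAT male (SD, n = 10) and 28.2 ± 8.62 CPM in iWAT female (SD, n = 9). It had 1 count summed over the 10 pgWAT libraries, a ratio of 148 with a counting interval (95%) from 26.3 to 5856. Tcf21 (ENSMUSG00000045680.9), known from visceral fat, had 48.4 ± 29.8 CPM in the libraries labelled pgWAT male (SD, n = 4) and 52.4 ± 27.5 CPM in those labelled pgWAT female (SD, n = 6). It had 0 counts in all 19 iWAT libraries and was at least 214-fold higher in pgWAT, taken as the mean of the 10 pgWAT libraries against 3 counts over the iWAT libraries. The FDR was 1.59e-12 for Tbx15 and 1.72e-09 for Tcf21, and 10 of 10 pgWAT libraries were on the side of the change for both.

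Among genes with an average log2 CPM of at least 5, the largest increases in pgWAT were in Saa3 (ENSMUSG00000040026.9; log2 fold change 6.15, SE 0.235, FDR 3.92e-20), Aldh1a2 (4.96), Cyp7b1 (4.82), Frzb (4.81) and C3 (4.72). At that average level the largest decreases beside mt-Co2 were in Slc14a1 (-6.22), Agtr2 (-6.18), Gap43 (-5.84) and Crabp1 (ENSMUSG00000032291.9; log2 fold change -5.64, SE 0.297, FDR 2.97e-16). All 10 pgWAT libraries were on the side of the change for these genes except for Cyp7b1, with 9 of 10. The mitochondrial gene mt-Co2 (log2 fold change -9.92, FDR 0.00475) had counts in 6 iWAT libraries and 0 in the other 23, and voom no longer called it (FDR 0.544). The 31-mers of its transcript were shared to 99.5% with the nuclear copy Gm28661, and the sum of both was 746 ± 195 CPM in pgWAT (SD, n = 10) and 747 ± 172 CPM in iWAT (SD, n = 19).

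**Figure D3:**
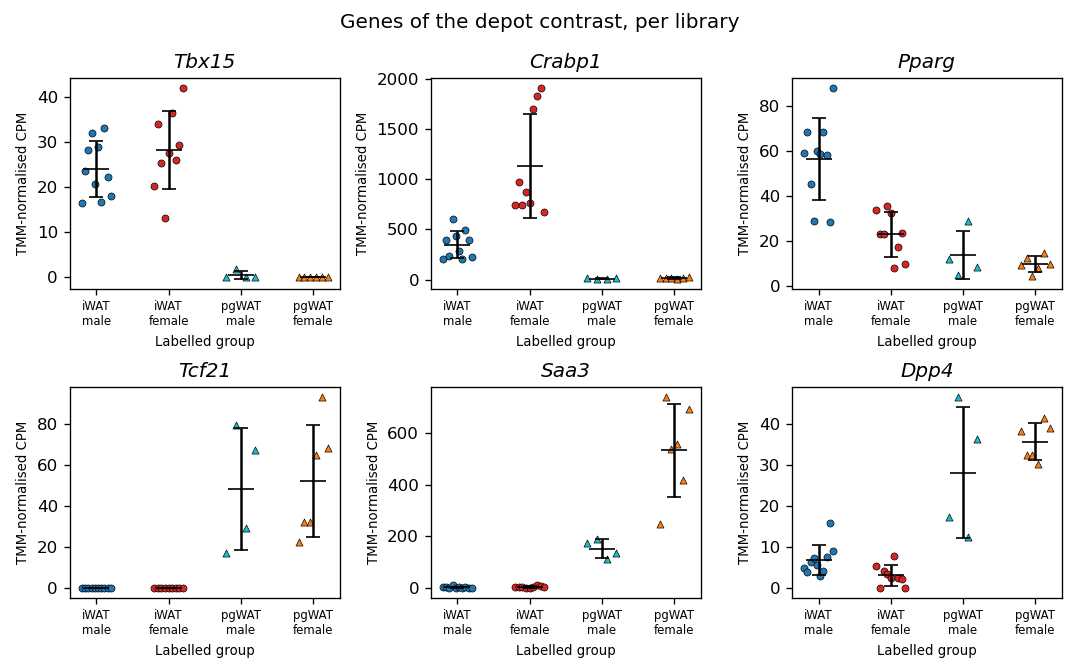
CPM (y axis, linear) of 6 genes of the depot contrast in the 4 labelled groups (x axis), with 1 point per library, horizontal bars for means and error bars for the SD. Tbx15 has 1 count summed over the pgWAT libraries and Tcf21 has 0 in all iWAT libraries, and Saa3 ranges from 111 to 188 CPM in pgWAT libraries labelled male and from 250 to 740 CPM in those labelled female.

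Among genes named for ASC subpopulations, the ASC2 markers Dpp4 (ENSMUSG00000035000.9; log2 fold change 2.74, SE 0.261, FDR 2.56e-10) and Cd55 (ENSMUSG00000026399.13; 1.79, SE 0.266, FDR 1.81e-06) were higher in pgWAT, in 10 of 10 and 9 of 10 libraries. Dpp4 was at 6.80 ± 3.68 CPM in iWAT male (SD, n = 10) and 3.16 ± 2.52 CPM in iWAT female (SD, n = 9), against 28.2 ± 16 CPM in pgWAT labelled male (SD, n = 4) and 35.7 ± 4.47 CPM in pgWAT labelled female (SD, n = 6). The ASC1a markers G0s2 (2.26, FDR 1.06e-08) and Col15a1 (0.69, FDR 0.000549) were also higher in pgWAT. The adipogenic regulator Pparg (ENSMUSG00000000440.13; log2 fold change -1.61, SE 0.261, FDR 7.38e-06) was lower in pgWAT, in 10 of 10 libraries. Fzd1, a WNT receptor, was higher (1.12, FDR 0.000139). In the renin-angiotensin list Ace (1.47), Ctsd (0.97) and Anpep (0.66) were higher at an FDR of 0.000687 or less. Agt was called at FDR 0.0488 with 4 of 10 pgWAT libraries above the iWAT mean, and no longer without the library labelled pgWAT female replicate 3 (FDR 0.191). Esr1 (1.5, FDR 0.00101) and Pgr (2.02, FDR 0.000893) were higher, Pgr in 6 of 10 libraries. Of the fibroblast genes, Col1a1 (1.22), Col3a1 (1.13), Dcn (0.64), Pdgfra (0.56) and Fn1 (0.63) were higher at an FDR of 0.0031 or less, while Lum was not called over all genes (FDR 0.103) and was called lower when adjusted over the fibroblast list alone. Without the library labelled pgWAT male replicate 4 it was called over all genes (log2 fold change -0.67, FDR 0.0345). Atp6ap2 was called only without the library labelled pgWAT female replicate 4 (0.34, FDR 0.0341). The calls of Xist (2.15), Ddx3y (2.06) and Eif2s3y (1.74) in this contrast came with the pgWAT labels described above. Without the library labelled pgWAT male replicate 4 Xist lost its call (FDR 0.0589) and Kdm5d gained one (FDR 0.0303), and without the library labelled pgWAT male replicate 1 Ddx3y and Eif2s3y lost theirs (FDR 0.056 and 0.129).

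Within the labelled sexes, 1801 genes were called between pgWAT male and iWAT male (1046 higher, 755 lower) and 2374 between pgWAT female and iWAT female (1258 higher, 1116 lower). Leaving out the library labelled pgWAT male replicate 4 reduced the former count to 1184. In well column 9 alone, which held 3 iWAT male libraries and 2 labelled pgWAT male (replicates 2 and 4, both with Xist), 1953 genes were called, and 1659 of the 1681 genes called over all libraries and tested there had the same direction. In well column 8 alone, with 3 libraries of each female group, 1296 genes were called, and 2170 of 2200 had the same direction. Libraries of a single column are also part of the fit over all libraries, so agreement in direction is partly built in. In column 9 the iWAT libraries had Y-linked counts and the pgWAT libraries Xist, so depot cannot be told apart from sex there.

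Of the marker lists, camera found higher values in pgWAT for smooth muscle (3 genes tested, FDR 0.00301), mesothelium (6 genes, FDR 0.00696), ASC2 (2 genes, FDR 0.0138) and fibroblasts (6 genes, FDR 0.0316), and lower values for proliferation (8 genes, FDR 0.000283). In these lists 3, 4, 2, 5 and 6 genes were called over all genes, and 3, 4, 2, 6 and 7 when adjusted over the list alone, of which 1 mesothelial gene, and 1 fibroblast gene over the list alone, went against the list. These 5 calls also held under fry, and none held with an estimated correlation (FDR from 0.164 to 0.385). The fibroblast call was lost without the library labelled pgWAT male replicate 2 (FDR 0.0507). Not called were macrophages and adipocytes (both FDR 0.0559), the adipogenic gene (0.194), ASC1a (0.208), renin-angiotensin (0.266), WNT (0.276), sex hormones (0.411), endothelium (0.575), ASC1b (0.642), the wider ASC2 list (0.929), epithelium (0.932) and depot transcription factors (0.932), whose members moved in opposite directions. Of these, fry called macrophages, adipocytes, the adipogenic gene, ASC1a, renin-angiotensin and WNT. The adipogenic, WNT and ASC1b lists rested on 1 tested gene each, and the adipocyte, sex hormone, epithelial and depot transcription factor lists on 2. A list test on so few genes says little about the list. The macrophage list was called without the library labelled pgWAT male replicate 4 (FDR 0.011) and under total counts (FDR 0.0476), and the adipocyte list without the library labelled pgWAT female replicate 5 (FDR 0.0468). The lists not called by camera had the same number of genes called over all genes and adjusted over the list alone, except for macrophages with 4 and 5. No gene of the lymphatic endothelial and pericyte lists passed the filter. The test of the epithelial list pointed up with a mean and median log2 fold change of -0.17 in voom values and a median of 0.32 in edgeR. The wider ASC2 list pointed up with a median of 0.02 and a mean of -0.14. Summed CPM of the 6 fibroblast genes was 8190 ± 1657 in iWAT male (SD, n = 10), 10013 ± 1607 in iWAT female (SD, n = 9), 15167 ± 3086 in pgWAT labelled male (SD, n = 4) and 16794 ± 4997 in pgWAT labelled female (SD, n = 6).

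Whether sex differences persist in culture was asked in each depot. In iWAT edgeR called 285 genes between male and female libraries, 96 higher and 189 lower in male. Of these 119 differed more than 2-fold. With well column as a factor 496 genes were called (255 higher, 241 lower), of which 215 were among the 285, so that the excess of lower genes was not kept. Within well column 7 alone, with 7 male and 4 female libraries, 235 genes were called, and 254 of the 256 genes called over all libraries and tested there had the same direction. These libraries are also part of the fit over all libraries, so agreement in direction is partly built in. DESeq2 called 392 and voom 322. Leaving out single libraries gave between 206 and 332.

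Among genes with an average log2 CPM of at least 5, and beside the sex-linked genes, the largest increases in iWAT male libraries were in Hp (1.98, FDR 0.0206), Fabp4 (ENSMUSG00000062515.4; log2 fold change 1.9, SE 0.2, FDR 1.31e-07) and G0s2 (1.67, FDR 0.00654). Fabp4 had 138 ± 26.7 CPM in male (SD, n = 10) and 35.8 ± 9.91 CPM in female libraries (SD, n = 9), and Pparg (1.26, FDR 0.00267) had 56.4 ± 18.2 CPM in male (SD, n = 10) and 23 ± 10.01 CPM in female libraries (SD, n = 9). Within well column 7 Pparg and G0s2 kept their direction and were not called (FDR 0.0905 and 0.074). Among genes with that average level the largest decreases were in Krt8 (ENSMUSG00000049382.11), Xist and Krt18. Krt8 had 1 count summed over the iWAT male and 688 counts summed over the iWAT female libraries, a ratio of 580 with a counting interval (95%) from 104 to 22958, and 300 of the 688 counts came from iWAT female replicate 9. Krt18 had 1.43 ± 2.03 CPM in male (SD, n = 10) and 110 ± 187 CPM in female libraries (SD, n = 9; log2 fold change -6.00, FDR 4.68e-06), with 607 CPM in iWAT female replicate 9 and 80.1 CPM or less in the other 8. Against 3 counts over the iWAT female libraries, Ddx3y was at least 40.6-fold, Eif2s3y at least 67.1-fold and Kdm5d at least 26.8-fold higher in male. Cxcl14 (-1.29, FDR 0.0206), Col1a1 (-1.23, FDR 0.00114) and Lum (-1.38, FDR 0.00196) were lower in male, in 10 of 10 libraries. Cxcl14 was not called within well column 7 (FDR 0.15) or without iWAT female replicate 7 (FDR 0.0646).

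In pgWAT edgeR called 1 gene between the libraries labelled male and those labelled female. At an unadjusted p below 0.05 there were 739, DESeq2 called 16, voom called 1, and no filter on low counts gave 59. The gene was Saa3 (log2 fold change -1.81, SE 0.289, FDR 0.00359), with 153 ± 35.4 CPM in the libraries labelled male (SD, n = 4) and 533 ± 180 CPM in those labelled female (SD, n = 6). As the gene called between the labels, Saa3 was picked for following them: each of the 4 libraries labelled male was at 188 CPM or less and each of the 6 labelled female at 250 CPM or more. Its call was lost without the library labelled pgWAT male replicate 3 (FDR 0.0583), with the 2 pgWAT groups fitted alone (log2 fold change -1.80, FDR 0.0557), which gave 1 other gene, and with well column as a factor (FDR 0.183), which gave 58 other genes. Without the library labelled pgWAT male replicate 4 the count rose to 9. It was 2 without the library labelled pgWAT male replicate 2, pgWAT female replicate 5 or iWAT female replicate 9. With both libraries labelled pgWAT male 2 and 4 left out, 378 genes were called between the remaining libraries labelled male and female. The macrophage list summed to 7286 and 7892 CPM in these remaining libraries labelled male. It was between 734 and 3344 CPM in those labelled female, so these calls cannot be told apart from a difference in cell composition. With replicates 1 and 3 left out 9 were called, and the other pairs gave 0 or 1. Within well column 8 alone, a fit chosen after the results were seen, 1 library labelled male (replicate 1) was set against 3 labelled female (replicates 4 to 6), and 541 genes were called, 263 higher and 278 lower, with Saa3 among them (-1.67, FDR 0.000677). The sex-linked genes of these 4 libraries matched their labels. Their macrophage sums also differed, at 7286 CPM in the library labelled male and 734 to 826 CPM in those labelled female. With 1 library on one side, that fit takes its spread from the other libraries of the column, so the spread between cultures labelled male was not measured there. No other column held both pgWAT labels.

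The core list of sex-dependent genes known from sorted ASC was tested in both depots. In iWAT its male genes (13 of 24 passed the filter) were higher in male libraries by camera (FDR 0.0138) and by fry (FDR 0.0421), and not with an estimated correlation (FDR 0.385). Called were Agt (2.72, FDR 0.0087), Ddx3y and Eif2s3y, 3 genes over all genes and 3 adjusted over the list alone. Without the Y-linked genes, a test chosen after the results were seen, the male list was not called in iWAT (11 genes, camera p = 0.21 before adjustment). Its female genes (10 tested, FDR 0.0773) had 2 called genes by either adjustment, Xist and Il4ra (-0.86, FDR 0.0198). Of the list for pgWAT, the male genes were higher in iWAT male libraries by camera (30 genes, FDR 0.0138) and not by fry (FDR 0.177) or without the library labelled pgWAT male replicate 1 (FDR 0.054). Over all genes 1 of them was called higher and 1 lower in male, and adjusted over the list alone 4 higher and 2 lower. Of the female genes (24 tested, FDR 0.201) 2 were called lower over all genes, and 1 higher and 5 lower over the list alone.

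Between the pgWAT libraries labelled male and female, no gene of the core list was called over all genes, and 1 male gene was lower in the libraries labelled male when adjusted over the list alone. This was Egfr (log2 fold change -0.54, list FDR 0.00779), chosen after its value was seen. At FDR 0.0559 for the male and 0.0791 for the female core genes camera called neither. Without sex-check genes, a test chosen after the results were seen, the male core genes were lower in the libraries labelled male by camera (p = 0.00752 before adjustment; 9 of 11 genes lower) and not by fry (p = 0.0793), and camera gave p = 0.056 for the female core genes. The male genes were called lower in the libraries labelled male without the library labelled pgWAT male replicate 1 (FDR 0.00235), and the female genes without the library labelled pgWAT male replicate 4 (FDR 0.00116). The pgWAT list gave FDR 0.292 for male and 0.00525 for female genes, the latter lower in the libraries labelled male and not called under fry (FDR 0.195) or without the library labelled pgWAT male replicate 3 (FDR 0.312). Its male genes were called lower without the library labelled pgWAT female replicate 4 (FDR 0.0202). Over all genes 0 genes of this list were called by edgeR, and 1 when adjusted over the list alone.

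Of the Hox lists only 3 genes with low and 2 with high paralog numbers passed the filter, 0 of these 5 were called in either depot over all genes or adjusted over the list alone, and camera gave FDR 0.932 and 0.903 in iWAT and 0.459 and 0.599 in pgWAT. Hoxd11, a gene of the high list below the filter that was chosen after its values were seen, had 0 counts in the libraries labelled pgWAT male replicates 1 and 3 and female replicates 2 and 3, and between 7.41 and 16.3 CPM in the other 6 pgWAT libraries, on 4 to 10 counts each. The 3 low Hox genes in iWAT had a median log2 fold change of 0.08 and a mean of -0.04, and the 2 high Hox genes in pgWAT had a median of -0.57 in voom values and 0.15 in edgeR.

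In single libraries, the core score without sex-check genes ranged from -1.49 to -0.92 in iWAT male and from -2.03 to -1.43 in iWAT female libraries. In the pgWAT libraries labelled male it was 0.80 and 0.54 in replicates 1 and 3 and -3.10 and -2.89 in replicates 2 and 4. In those labelled female it was 1.03 and 1.07 in replicates 2 and 3, -1.91 in replicate 1 and between -2.84 and -2.55 in replicates 4 to 6. Agt, a male gene of this list, was at 39.9 and 40.3 CPM in the libraries labelled pgWAT male replicates 1 and 3 and at 1.73 and 2.14 CPM in replicates 2 and 4. It was at 49.98 and 60.8 CPM in the libraries labelled pgWAT female replicates 2 and 3 and between 0 and 12.8 CPM in the other 4. The second score, built on the genes called in iWAT, was 0.38 and 0.27 in the libraries labelled pgWAT male replicates 1 and 3 and between -0.93 and -0.22 in all other pgWAT libraries, those labelled female replicates 2 and 3 highest among them (-0.22 and -0.49).

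**Figure D4:**
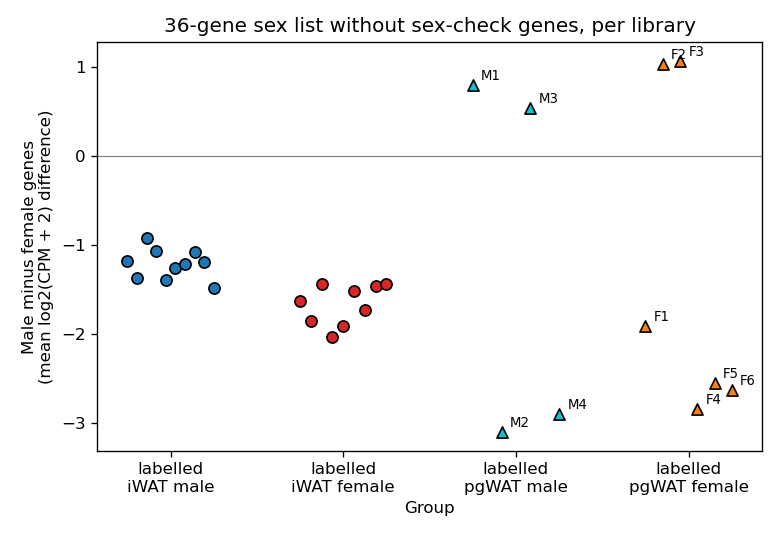
Mean log2(CPM + 2) of the male minus the female genes of the 36-gene core list without sex-check genes (y axis), 1 point per library, by labelled group (x axis), with replicate numbers for the 10 pgWAT libraries (M male, F female). The pgWAT libraries labelled male 1 and 3 and female 2 and 3 lie between 0.54 and 1.07, and all other libraries lie below 0.

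Whether the sex contrast differed between depots was tested with the interaction term. edgeR called 16 genes, 9 with a higher and 7 with a lower male minus female difference in pgWAT than in iWAT. At an unadjusted p below 0.05 there were 772, DESeq2 called 37 and voom 4. Among genes with an average log2 CPM of at least 5, those with the largest values were Xist (5.63, FDR 0.0317), Lrrc15 (4.12, FDR 0.0268) and Postn (ENSMUSG00000027750.17; 2.49, SE 0.402, FDR 0.00417) in the positive direction, and Hp (-3.42, FDR 0.0187), G0s2 (-2.43, FDR 0.0349) and Selenop (-1.62, FDR 0.0489) in the negative, beside Eif2s3y (-7.09, FDR 0.034). Postn had 70.7 ± 41.9 CPM in iWAT male (SD, n = 10), 307 ± 63.8 CPM in iWAT female (SD, n = 9), 585 ± 396 CPM in pgWAT labelled male (SD, n = 4) and 447 ± 66.9 CPM in pgWAT labelled female (SD, n = 6). With well column as a factor 18 genes were called, 8 of them among the 16, and G0s2 (FDR 0.13), Selenop and Eif2s3y (both FDR 0.072) lost their calls. The count also rested on single libraries. Without the library labelled pgWAT male replicate 2 the calls of Lrrc15 (FDR 0.13), Hp (0.0526), G0s2 (0.13) and Selenop (0.131) were lost. That of Xist was lost without pgWAT male replicate 4 (FDR 0.226), those of Selenop (FDR 0.12) and Eif2s3y (FDR 0.12) without pgWAT female replicate 2, and that of G0s2 without pgWAT female replicate 3 (FDR 0.0908). The count was 31 without the library labelled pgWAT male replicate 1, and 3 without pgWAT male replicate 2 or 4. It was 10 without iWAT male replicate 3, 9 without pgWAT female replicate 3, 8 without iWAT male replicate 6, 7 without pgWAT female replicate 2 or 6 or iWAT male replicate 10, and 5 without iWAT female replicate 7.

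The libraries labelled pgWAT female were also set against the mean of the other groups. edgeR called 1874 genes, 1043 higher and 831 lower. With well column as a factor 926 were called. Leaving out single libraries gave between 1556 and 1983. Among genes with an average log2 CPM of at least 5, the largest increases were in Saa3 (5.31, FDR 5.73e-19), Hp (3.96, FDR 6.23e-12) and C3 (3.92, FDR 5.56e-12), higher also in the libraries labelled pgWAT male than in iWAT. Slc14a1 had 0 counts in the libraries labelled pgWAT female (FDR 5.21e-06) and group means of 50.5 CPM in iWAT male, 57.2 CPM in iWAT female and 2.04 CPM in pgWAT labelled male. Prl2c3 (-4.70, FDR 8.86e-06) and Gap43 (-4.69, FDR 3.6e-05) were lower, and both Gap43 and Tbx15 lost their calls when the pgWAT male library with their only counts in that group was left out (replicate 4, FDR 0.997, and replicate 2, FDR 1). Pparg was lower (log2 fold change -1.38, SE 0.355, FDR 0.00454), with 9.89 ± 3.59 CPM in pgWAT labelled female (SD, n = 6), against 13.8 ± 10.6 CPM in pgWAT labelled male (SD, n = 4). It was not called with well column as a factor (FDR 0.202) or by voom (FDR 0.0595). G0s2 (2.01), Fzd1 (1.06), Col3a1 (1.07), Fn1 (0.49) and Pdgfra (0.33) were called higher, none of them with well column as a factor. Without the library labelled pgWAT female replicate 2 Pdgfra (FDR 0.193) and Fn1 (FDR 0.0733) were not called.

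Below the filter on low counts, values alone are given. Wnt4 had 1.84 ± 2.19 CPM in iWAT male (SD, n = 10), 0.753 ± 0.975 CPM in iWAT female (SD, n = 9), 3.56 ± 2.01 CPM in pgWAT labelled male (SD, n = 4) and 8.96 ± 3.97 CPM in pgWAT labelled female (SD, n = 6). Rspo1 had 2 counts summed over the iWAT male and 1 count over the iWAT female libraries, 8.72 ± 4.90 CPM in pgWAT labelled male (SD, n = 4) and 11.9 ± 7.08 CPM in pgWAT labelled female (SD, n = 6). Clec11a, Arl4d, Uty, Tsix, Cma1 and Mcpt4 had group means of at most 8.54 CPM. Sult1e1 had 3 counts, all in pgWAT labelled male.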

Values the study reported

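The study kept 29 libraries of cultured SVF, counting 9 for each sex in iWAT, 6 for male pgWAT and 5 for female pgWAT, with a mean depth of 620 000 reads. A supplementary figure legend of the study gives the same sizes for iWAT and other sizes for both pgWAT groups. Libraries with fewer than 10,500 detected genes had been excluded. Fewer than 10 counts of Ddx3y and Eif2s3y were reported in female pgWAT cultures, which the authors attributed to slight contamination, in their view most likely without effect on their conclusions. From other samples the study derived a core set of 36 sex-dependent genes and a further 104 for pgWAT. It reported that the core profile and the Hox pattern were lost in culture, that cultures grouped by depot rather than by sex, and that Dpp4 and Cd55 were higher in pgWAT.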

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

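Chosen only after the results were seen were the tests of iWAT female replicate 9 and iWAT male replicate 1, while the splits of the libraries were planned. Libraries far from the others of their group were found in 29 of 266 groups of values, and chance gives about 1 in 20. For 5 of the 29 the gene had 1 count in that library and 0 in all others of its group, where any count stands apart.

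In iWAT female replicate 9 several values stood apart from the other 8 iWAT female libraries. Krt8 was at 740.3 CPM (300 counts; others up to 173) and Krt18 at 607 CPM (246 counts; others up to 80.1). Summed markers were at 718 CPM for epithelium (others from 21.5 to 124), 1451 CPM for mesothelium, a list that holds Krt8 and Krt18 (others up to 283), and 3539 CPM for smooth muscle (others up to 2094). Gap43 was low at 37.0 CPM (15 counts; others from 60.1). Counting error at low depth was argued against by the exact Poisson limit (95%) of its Krt8 value, 659 CPM, which lies above all other iWAT female libraries. More epithelial cells in that culture may account for the keratins, since the epithelial list, which leaves out Krt8 and Krt18, was at 718 CPM there. Whether cells of the culture raised these genes instead was not tested, and smooth muscle and Gap43 were not explained. No biological explanation was tested, as the labels give no further group.

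In iWAT male replicate 1 Postn was at 186 CPM (113 counts; others from 45.4 to 79.5) and Lrrc15 at 24.7 CPM (15 counts; others up to 10.2). Both genes were higher in iWAT female libraries, so RNA of such a culture was considered. Postn would need a share of 51.5% of female RNA and Lrrc15 25.03%, and the share for Postn would bring 22.3 counts of Xist, of which that library had 0. Other causes stay open, and no biological explanation was tested.

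In pgWAT, Il4ra was at 1155 CPM in the library labelled female replicate 1 (361 counts; others labelled female up to 747). The library labelled female replicate 3 stood apart for Kdm5d at 17.4 CPM (8 counts), Clec11a at 21.7 CPM (10 counts), Krt18 at 62.9 CPM (29 counts) and Gap43 at 2.17 CPM (1 count). The library labelled female replicate 2 stood apart for Cma1 at 15.0 CPM (6 counts). Of the libraries labelled male, replicate 4 had Tsix at 2.14 CPM (2 counts) and Gap43 at 3.21 CPM (3 counts), replicate 2 had Tbx15 at 1.73 CPM (1 count) and replicate 3 had Arl4d at 4.17 CPM (3 counts). In iWAT, Fn1 was low in female replicate 3 at 2746 CPM (1302 counts; others from 3426), and Hp was high in female replicate 1 at 22.9 CPM (17 counts; others up to 9.87). Other iWAT values rested on 10 counts or fewer. They were Uty at 22.6 CPM in male replicate 10 (10 counts), Dpp4 at 15.8 CPM in male replicate 9 (5 counts), Saa3 at 10.2 CPM in male replicate 4 (7 counts), Aldh1a2 at 8.66 CPM in male replicate 3 (4 counts) and Krt18 at 6.23 CPM in male replicate 7 (3 counts). Rspo1 was at 2.26 CPM in male replicate 10 (1 count) and 0.859 CPM in female replicate 5 (1 count), and male replicate 3 had Tsix and Krt8 at 2.16 CPM each (1 count). Kdm5d and Tsix in the pgWAT libraries named went with their other sex-linked genes, which ran against the labels: the library labelled female replicate 3 had 26 counts of Y-linked genes and 0 of Xist, and that labelled male replicate 4 had 60 counts of Xist and 0 of Y-linked genes. No explanation was tested for the other values, and at 10 counts or fewer counting error was not excluded.

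The sex contrast differed between depots for 16 genes by the interaction term, which tests that difference itself. The named ones were Xist (5.63), Lrrc15 (4.12), Postn (2.49), Eif2s3y (-7.09), Hp (-3.42), G0s2 (-2.43) and Selenop (-1.62). Other splits of the sex labels within depots gave as many genes in 5 of the 100 splits, the real one included, so chance cannot be excluded. The pgWAT libraries whose sex-linked genes contradicted their label may enter these values, since 2 libraries labelled male and 2 labelled female were out of place, as sex labels exchanged between pgWAT libraries would have it. For Xist and Eif2s3y that follows from the counts themselves. For the others the interaction test on these labels does not settle a depot difference in the effect of sex, which stays open.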

How the results depend on the processing

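The fits within single well columns, the epithelial list without iWAT female replicate 9 and the removal of a GC and length trend were chosen after the data were seen, and all other alternatives were planned. Separation by depot and by sex kept its direction and its side of the threshold in 66 of 66 recomputed values. Of the recomputed counts of called genes, 245 stayed within 1.5 times the reported count and 44 did not. The former include all 7 contrasts under RLE factors, under total counts alone and under the filter of at least 5 reads in more than 3 libraries.

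A fold change above 2 left 920 genes for depot, 857 for depot in male, 997 for depot in female, 119 for sex in iWAT and 580 for pgWAT female against the rest. Unadjusted p gave 2925 for depot in male, 1413 for sex in iWAT, 739 for sex in pgWAT, 772 for the interaction and 2913 for pgWAT female against the rest. Both changes follow from the looser or stricter threshold. Without a filter on low counts 509 genes were called for sex in iWAT, 59 for sex in pgWAT and 73 for the interaction. DESeq2 called 16 for sex in pgWAT and 37 for the interaction, and voom called 4 for the interaction. With well column as a factor 496 were called for sex in iWAT, 58 for sex in pgWAT (0 shared with the reported call) and 926 for pgWAT female against the rest. For these the cause was not tested. Thinned counts gave 178 for sex in iWAT and 6 for the interaction, and well column 8 alone gave 1296 for depot in female, which use fewer counts or fewer libraries. Well column 8 gave 541 for sex in pgWAT with 1 library labelled male against 3 labelled female, for which the cause was not tested.

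Leaving out single libraries gave between 1184 (without the library labelled pgWAT male replicate 4) and 1905 (without replicate 1) genes for depot in male. Sex in pgWAT ranged from 0 (without the library labelled pgWAT male replicate 3; 739 genes had an unadjusted p below 0.05 over all libraries) to 9 (without replicate 4), all with edgeR. The interaction ranged from 3 (without the library labelled pgWAT male replicate 2) to 31 (without replicate 1). Pairs of libraries labelled pgWAT male gave 9 genes for sex in pgWAT without replicates 1 and 3 and 378 without 2 and 4. They gave 0 without 1 and 4, 0 without 2 and 3 and 0 without 3 and 4, and 1 without 1 and 2.

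Of the list results, the male core genes in iWAT were at FDR 0.385 with an estimated correlation. Between the pgWAT libraries labelled male and female, single libraries left out moved the FDR of the male core genes from 0.00235 (without the library labelled pgWAT male replicate 1) to 0.474 (without replicate 4). For the female core genes the range was from 0.00116 (without replicate 4) to 0.928 (without replicate 3). Of the recomputed list results, 117 kept their side of the threshold, 12 passed it newly and 13 no longer did. Of the recomputed values of named genes, 808 kept direction and side, 77 were no longer called, 5 were newly called and 4 changed sign. The 4 were log2 fold changes for depot. Voom gave -0.44 for Ddx3y, -0.94 for Eif2s3y and -0.21 for Agt, and the additive model gave -0.11 for Eif2s3y. The cause was not tested.

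No paired analysis was possible because the labels carry no replicate numbers. Totals from 315316 counts limit genes near 3 counts per library, so Wnt4, Rspo1, Clec11a, Arl4d, Uty, Tsix, Cma1, Mcpt4 and Sult1e1 were not tested.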

Other observations

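Chosen only after the results were seen were the tests on the sex-linked genes of pgWAT libraries, on the keratins, on mt-Co2, within well columns and of a GC and length trend. The splits of the libraries, thinning and the tests on Dpp4 and Cd55 were planned. The proliferation list was planned for the depot contrast, and its test for sex in iWAT was added. Of 100 splits of the libraries, the real one included, 1 gave as many genes for depot, 1 for depot in male, 1 for depot in female, 1 for sex in iWAT and 1 for pgWAT female against the rest, so chance among single wells can be excluded there. The splits reassign wells, and a chance difference between the few experiments, which the labels do not give, was not excluded by them. The largest counts of the other splits were 590, 676, 1197, 6 and 184. For sex in pgWAT 19 of the 100 splits gave as many genes and 17 gave more, so chance cannot be excluded. The split with the most genes, 686, set the libraries labelled male replicates 1 and 3 and female replicates 2 and 3 against the rest. The macrophage list was at 3205 CPM or more in the former and at 2221 CPM or less in the rest.

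Xist and the Y-linked genes ran against the label in 4 of the 10 pgWAT libraries. Leakage between libraries of the plate was argued against by 0 counts of Y-linked genes in the 9 iWAT female libraries. Male and female cells mixed in one culture were argued against in these 4 libraries, which together had 1 count of the sex-linked genes that they should lack, a Y-linked count in a library labelled male. Sex labels exchanged between pgWAT libraries need partners in both groups, and 2 libraries in each were out of place. The core score without sex-check genes was 1.03 and 1.07 in the libraries labelled female replicates 2 and 3 and -3.10 and -2.89 in those labelled male replicates 2 and 4. The second score was -0.22 and -0.49 in the former, lower than in male replicates 1 and 3 (0.38 and 0.27) and near the highest of the other 6 pgWAT libraries (-0.56), so it does not place them clearly with either. On PC1 the libraries labelled male replicates 1 and 3 were at 18.2 and 16.2. Those labelled female replicates 2 and 3 were at 34.6 and 31.2, nearer to the other pgWAT libraries (from 33.2 to 35.5). Proliferation sums were 991 and 1079 CPM in the former, 542 and 651 CPM in the latter and 483 to 632 CPM in the others. The libraries out of place and the core score go with an exchange of labels, at a step that the data do not show. The second score, PC1 and the proliferation sums leave it open. Pairs of libraries labelled male differed least for replicates 1 and 3 (chi-square over degrees of freedom 2.704) and 2 and 4 (2.25), and the other 4 pairs were between 10.6 and 11.8. Replicates 2 and 4 shared a well column and 1 and 3 did not, so a shared column does not account for the likeness of the latter. The cause of the divide was not tested, and whether it follows the experiments cannot be told from the labels. Pairs were compared only within labelled groups, so male replicates 1 and 3 were not compared with female replicates 2 and 3. Saa3 carries no weight for or against an exchange of labels, since it was picked as the gene called between the labels. If labels were exchanged, the counts of called genes for sex in pgWAT, the interaction, pgWAT female against the rest, depot in male and depot in female would describe mixed groups. Xist itself was called for depot in male (log2 fold change 4.96, FDR 0.000533). The depot contrast, which weights the labelled sexes equally, would be affected in that weighting. The low count of 1 for sex in pgWAT therefore cannot be read as an absence of sex differences. The deposited labels could not be checked against the animals. The labels give 10 iWAT male, 4 pgWAT male and 6 pgWAT female libraries. The group sizes that the study states for these differ from the labels.

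The library labelled pgWAT female replicate 1 carried Xist at 22.4 CPM and the Y-linked genes at 32.0 CPM. Each is below the lowest value of the pgWAT libraries with no count of the other kind or 1 count, 41.5 CPM for Xist and 44.4 CPM for the Y-linked genes. Male and female cells or RNA mixed in that library is a candidate explanation. Its core score was -1.91 and its PC2 score -0.29.

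Krt8 and Krt18 were higher in iWAT female than in iWAT male cultures. The epithelial list, which leaves both out, was lower in male (2 of 4 genes tested, fry p = 0.00109). It summed to 139 ± 219 CPM in female (SD, n = 9) and 0.425 ± 0.898 CPM in male libraries (SD, n = 10). Of the female libraries, replicate 9 was at 718 CPM and the other 8 at 66.7 ± 30.4 CPM (SD, n = 8). Without replicate 9 the list was still lower in male (fry p = 1.4e-05). In the other 8 libraries Krt7 at 33.7 CPM and Cldn4 at 30.9 CPM made up most of the sum, and Epcam was at 2.14 CPM. The mesothelial list without its keratins summed to 5.59 ± 3.31 CPM in female (SD, n = 9) and 2.42 ± 2.69 CPM in male libraries (SD, n = 10), with counts of Msln in 6 of the 9 female and 0 of the 10 male libraries. Its ratio to Krt8 and Krt18 was at most 0.0577 in the iWAT female libraries and at least 0.786 in the pgWAT libraries, where the list was high. This argues against mesothelial cells as the source of most of the keratins, as far as such cells are alike in both depots, and a small share of them stays open. Epithelial cells in the iWAT female cultures may account for the keratins. A sex difference within stromal cells was not tested and stays open.

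For the 285 genes called between iWAT male and female libraries, library depth was argued against by 156 of them still called in the same direction at equal totals. A difference between well columns was argued against by 235 genes called within well column 7 alone, 109 of them among the 285. In that column the female libraries were in rows E to H and the male libraries in rows A to D and N to P. The plate row could not be told apart from sex there and was not tested. A GC and transcript length trend was removed in edgeR fits over the 8815 genes with both values. Of 288 genes called before its removal, 81.9% were still called after it, while the correlation across genes between fold change and GC moved from -0.19 to -0.01. Genes are not independent replicates. A difference in proliferation between the cultures cannot be told apart from sex, since the proliferation list gave fry p = 0.0822 and camera p = 0.0127. In edgeR 7 of its 8 genes were higher in male and 1 was lower. Their median log2 fold change was 0.22, and 0 of them were called over all genes or adjusted over the list alone. The macrophage list, chosen after the results were seen, was higher in male (6 genes, fry p = 0.00989). It summed to 1932 ± 340 CPM in male (SD, n = 10) and 848 ± 180 CPM in female libraries (SD, n = 9), most of it Lyz2. A biological effect of sex stays open beside a difference in cell composition.

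Dpp4 and Cd55 were higher in pgWAT than in iWAT cultures. The mesothelial list was also higher in pgWAT (camera FDR 0.00696), led by Upk3b at 31.3 and 46.8 CPM in libraries labelled male and female and at 0 and 0.0955 CPM in iWAT male and female. More mesothelial cells in the pgWAT cultures may therefore contribute. A larger share of ASC2 cells in the pgWAT cultures cannot be told apart from that, because the wider ASC2 list, without Dpp4 and Cd55, gave FDR 0.929 with 1 gene called higher and 1 lower. Bulk libraries give no cells, and a change in expression within cells stays open.

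The counts of mt-Co2 in 6 iWAT libraries alone, from 228 to 761, may come from reads shared with near-identical nuclear copies of the mitochondrial gene. In 5 of these libraries the copy Gm28661 had 108 counts or fewer, below the lowest value of 164 where mt-Co2 was at 0, and in iWAT female replicate 8 it had 726. The log2 ratio of the summed CPM of both between pgWAT and iWAT was -0.0023.

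Libraries of a group were compared pair by pair for repeated data. Of 102 pairs 0 were identical, and the chi-square over degrees of freedom ranged from 1.5 to 11.8.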
